# *MtCLE08*, *MtCLE16,* and *MtCLE18* Transcription Patterns and Their Possible Functions in the Embryogenic Calli of *Medicago truncatula*

**DOI:** 10.3390/plants12030435

**Published:** 2023-01-17

**Authors:** Andrei A. Kudriashov, Natalia S. Zlydneva, Elena P. Efremova, Varvara E. Tvorogova, Ludmila A. Lutova

**Keywords:** CLE peptides, plant regeneration, somatic embryogenesis, *Medicago truncatula*

## Abstract

CLE peptides are well-known hormonal regulators of plant development, but their role in somatic embryogenesis remains undetermined. *CLE* genes are often regulated by WOX transcription factors and, in their turn, regulate the expression level of *WOX* genes. In this study, we used in vitro cultivation, as well as qPCR and transcriptomic analysis, to find CLE peptides which could regulate the *MtWOX9-1* gene, stimulating somatic embryogenesis in *Medicago truncatula*. Three CLE peptides were found which could probably be such regulators, but none of them was found to influence *MtWOX9-1* expression in the embryogenic calli. Nevertheless, overexpression of one of *CLE* genes under study, *MtCLE16*, decreased somatic embryogenesis intensity. Additionally, overexpression of *MtCLE08* was found to suppress expression of *MtWOX13a*, a supposed antagonist of somatic embryo development. Our findings can be helpful for the search for new regeneration regulators which could be used for plant transformation.

## 1. Introduction

CLAVATA3/EMBRYO SURROUNDING REGION-RELATED (CLE) peptides are small peptide hormones regulating many aspects of plant development. The genes from the *CLE* family encode pre-propeptides, which, after proteolytic processing and post-translational modifications, turn into functional peptide hormones: CLE peptides. CLE peptides are 12–14 amino acids long and, as with other hormones, are used for intercellular communication [1]. Reception of CLE-peptides is carried out through leucine-rich repeat-receptor-like kinases from the CLAVATA1 (CLV1) and BARELY ANY MERISTEM (BAM) groups, but further regulatory pathways, by which CLE peptides may influence gene transcription, are unclear [2].

CLE peptides represent one of the most diverse groups of plant hormones. In *Medicago truncatula*, for example, 52 *CLE* genes were found [3]. Functions of CLE peptides are related to variable developmental processes, including meristem maintenance, embryogenesis, leaf development, nodulation, etc. [4]. The most well-known CLE peptide, CLAVATA3 (CLV3), restricts the proliferation of stem cells in the shoot apical meristem (SAM). The *CLV3* gene is expressed in the central zone of SAM, maintaining SAM size together with the WUSCHEL (WUS) transcription factor from the WUSCHEL-related homeobox (WOX) family. *WUS* is stably expressed in the organizing center. The protein it encodes migrates to the upper layers of the SAM and inhibits the differentiation of its cells, due to the activation and repression of different targets related to auxin and cytokinin signaling [5,6]. WUS also directly stimulates *CLV3* expression in the central zone of SAM, binding to the sequences located in a 3′-regulatory region of the *CLV3* gene [7]. CLV3, in its turn, represses *WUS* expression through LRR-kinases and similar proteins, including CLAVATA1 (CLV1) and RECEPTOR-LIKE PROTEIN KINASE 2 (RPK2). This repression makes it possible for SAM cells to begin differentiation [8,9].

Apart from the WUS-CLV3 regulatory loop, there are several other examples of *WOX* and *CLE* genes interacting. In the root apical meristem (RAM), WOX5 transcription factor inhibits the differentiation of columella stem cells. The CLE40 peptide acts antagonistically to WOX5, repressing the expression of quiescent center markers in the distal domain of RAM and activating *WOX5* expression in the proximal domain [10]. TDIF (TRACHEARY ELEMENT DIFFERENTIATION INHIBITORY FACTOR) CLE peptide, encoded by *CLE41* and *CLE44* genes, stimulates the expression of *WOX4* and *WOX14* genes in the lateral meristem, which is important for cell proliferation in this tissue [11].

Although there are a lot of studies elucidating the functions of CLE peptides in different plant organs, the role of these hormones in embryogenesis is poorly understood. Several *CLE* genes were shown to function in the embryo, including *CLV3* [12], *CLE25* [13] and others, but the only known CLE peptide with specific functions during embryogenesis is CLE8. The *CLE8* gene is expressed in the embryo and in the endosperm. In plants with a loss of *CLE8* function, the endosperm is underdeveloped, and the embryo and suspensor develop abnormally. CLE8 is required for the activation of the *WOX8* gene in the suspensor and endosperm; overexpression of *CLE8* leads to an increase in seed size, but loss of *WOX8* function neutralizes this effect, suggesting that these two genes act together during embryogenesis regulation [14].

Many embryogenesis regulators also function during the similar process of somatic embryogenesis. Somatic embryogenesis (SE) is a process during which plant somatic cells develop into embryos which eventually can form whole plants. Usually, SE is observed in vitro, although for some plants (for example, some Kalanchoe species) it is also characteristic in vivo. It has been established that in vitro SE can be induced mostly by phytohormones and stress conditions, although many varied specific factors may exert an impact on the intensity and rate of this process. Typical protocols for SE induction include the cultivation of explants on a medium, containing auxins and cytokinins. As a way of plant regeneration, SE is widely used for transformation and propagation of plants, therefore, the search for regulators of this process is an important task for biotechnology.

Recently, a WOX transcription factor MtWOX9-1 was shown to stimulate SE in *M. truncatula* [15]. In this study, we found 3 CLE peptides possibly related with MtWOX9-1 and investigated their functions.

## 2. Results

### 2.1. Search for CLE Peptides Related with MtWOX9-1

*MtWOX9-1* was found to be expressed during SE [16] and to stimulate this process [15]. 

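Calli for the transcriptomic analysis were grown from leaf explants of *M. truncatula* R108, an embryogenic line, and of R108 plants overexpressing *MtWOX9-1*. The explants spent 30 days on a medium with 18 μM 2,4-D, a synthetic auxin, and 2.22 μM BAP, a cytokinin, and then 5 days on the same medium without hormones, so calli were collected on day 35. PolyA RNA was sequenced from 2 biological replicates of wildtype calli and 2 of *MtWOX9-1*-overexpressing calli. The authors deposited whole-number read counts per gene and library, without normalization, for the genes of the MtrunA17r5.0-ANR annotation. The paper's text does not name the aligner, the counting program or the handling of strand and multiply mapped reads. The counts summed to 6065277 and 5241334 in wildtype replicates 1 and 2 and to 6666866 and 6399209 in *MtWOX9-1*-overexpressing replicates 1 and 2. Both pairs of replicates differed by more than the sampling noise of reads, with a chi-square per degree of freedom of 7.25 between the wildtype libraries and 8.24 between the overexpressing libraries. Counts were scaled here by edgeR's TMM method, and the 24630 genes with at least 10 counts in total over the 4 libraries were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. Normalized counts are counts divided by the effective library size and multiplied by its mean over the 4 libraries. For a single gene compared by permutation, 2 libraries against 2 cannot give an exact p below 0.333. Each p therefore rests on a model that joins the gene's own spread between replicates with the spread estimated over all genes.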

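*MtWOX9-1* itself (MtrunA17Chr2g0283141, on chromosome 2 by its ID) had 2 and 18 counts in the wildtype libraries and 7692 and 7634 counts in the overexpressing libraries, which follows the labels of all 4 libraries. Reads of the introduced and the native copy were not separated in these counts. Its normalized counts were 11.9 ± 13.8 (SD, n = 2) in wildtype calli and 6842 ± 95.8 (SD, n = 2) in overexpressing calli, a log2 fold change of 9.20 (standard error 0.63, adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The size of this change rests on few wildtype reads, and the log2 fold change was 11.55 without wildtype replicate 2 and 8.29 without wildtype replicate 1. Over all genes tested, 9645 had an adjusted p under 0.05 in the same test, 4985 with a higher and 4660 with a lower expression level in *MtWOX9-1*-overexpressing calli. At an adjusted p under 0.01, which moved this count most among the settings tried, 3930 genes were left.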

Recently, transcriptomic analysis of calli with *MtWOX9-1* overexpression was performed [17]. We analyzed these data and found that *MtCLE18* gene expression level increases substantially in the calli with *MtWOX9-1* overexpression in comparison with the wildtype calli (Figure 1A, Table S1).

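*MtCLE18* (MtrunA17Chr1g0198831, Medtr1g093800 in the older annotation) lies on chromosome 1 according to its ID, and the deposited annotation describes it as a member of the CLAVATA3/Endosperm Surrounding Region-related family. It had 0 counts in both wildtype libraries, which at 3 counts of the library total allows an expression level of up to 0.495 CPM (counts scaled to a library total of 1000000) in replicate 1 and 0.572 in replicate 2. In *MtWOX9-1*-overexpressing calli it had 28 and 31 counts, or 26.4 ± 2.4 normalized counts (SD, n = 2). Against the limit of 3 counts, the expression level was at least 7.73-fold higher in *MtWOX9-1*-overexpressing calli (adjusted p = 0.0063 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The fitted log2 fold change of 7.73 (standard error 0.78) has no counts in wildtype calli behind it, and it moved most, to 3.83, when a prior count of 2 replaced edgeR's default. These limits cover counting error only. No gene within 3 positions of *MtCLE18* in the order of the IDs had the same count in a library where *MtCLE18* had more than 3 counts. This decides nothing by itself, and reads of an overlapping gene assigned to *MtCLE18* are not excluded.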

It was found by Fiume and Fletcher [14] that, during zygotic embryogenesis in *A. thaliana*, the CLE8 peptide stimulates expression of the *WOX8* gene. Interestingly, the *MtWOX9-1* gene is closely related with *WOX8* and *WOX9* genes of *A. thaliana* (Figure 2A), whereas MtCLE18 has a CLE domain identical to the CLE domain of the CLE8 peptide (Figure 2B). Therefore, we supposed that *MtCLE18*, whose expression level is affected by MtWOX9-1, may also have influence on *MtWOX9-1* expression, and, thereby, on SE intensity. 

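The last codons of the cloned coding sequences can be read from the reverse primers of Table S2, after removal of the attB2 adapter. The primer for *MtCLE18* encodes PNPLHH as the last 6 residues before the stop codon. The primer for *MtCLE08* (MtrunA17Chr8g0372741, Medtr8g076990, on chromosome 8) encodes the same 6 residues. The primer for *MtCLE16* (MtrunA17Chr5g0418741, Medtr5g043830, on chromosome 5) encodes PNPLHN, so it differs from the others in the last residue, which is N in MtCLE16 and H in MtCLE18 and MtCLE08. The residues before these 6 are not covered by all 3 primers.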

We also found that, among MtCLE peptides, two other CLE exist—MtCLE08 and MtCLE16—with CLE domains similar to MtCLE18: their CLE domains differ from MtCLE18′s in one amino acid only (Figure 2B). Moreover, *MtWOX9-1* overexpression also increases the expression level of *MtCLE08* according to the transcriptomic analysis (Figure 1B, Table S1). Thus, in this study, we tried to check the expression patterns of *MtCLE08*, *16,* and *18*, as well as to evaluate the influence of their overexpression on SE capacity and *MtWOX9-1* expression.

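*MtCLE08* had 37 and 21 counts in the wildtype libraries and 170 and 169 counts in the *MtWOX9-1*-overexpressing libraries. Its normalized counts were 32.6 ± 10.3 (SD, n = 2) in wildtype calli and 151 ± 2.3 (SD, n = 2) in overexpressing calli, and both overexpressing libraries lay above both wildtype libraries. The log2 fold change was 2.20 (standard error 0.24, adjusted p = 0.0043 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 1 library left out at a time it stayed between 1.92 and 2.58. Unlike *MtCLE18*, *MtCLE08* was counted in each of the 4 libraries. The paper reasons that *MtCLE18* has an expression level affected by MtWOX9-1 and a CLE domain identical to that of CLE8, and on that ground proposes that it may in turn influence *MtWOX9-1* expression. The higher expression level of *MtCLE08* is its further ground for including this gene.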

### 2.2. MtCLE08, 16 and 18 Expression Patterns in Different Organs

To investigate the possible functions of *MtCLE08*, *16,* and *18*, we evaluated their expression patterns, as well as the expression pattern of *MtWOX9-1* gene, in different organs using the Medicago truncatula Gene Expression Atlas [21] (Figure 3). According to this database, *MtWOX9-1* is mostly expressed in generative organs, seeds, pods and flowers, which is consistent with its high expression level in ovules as evaluated with qPCR [16]. Among the *MtCLE* genes investigated, only *MtCLE16* has a high expression level in seeds, whereas *MtCLE18* is active in the stem, roots and vegetative buds, and *MtCLE08* is expressed in nodules, roots, stem, and petioles, with low expression levels in other organs. Therefore, according to the expression patterns in vivo, MtCLE16 is more likely to be involved in the embryogenesis process than MtCLE08 and 18.

### 2.3. Evaluation of the Expression Dynamics of MtCLE08, 16, and 18 during Somatic Embryogenesis

We also evaluated the expression of the *MtCLE* genes under study in embryogenic and non-embryogenic calli. For that purpose, we used calli of the embryogenic 2HA *M. truncatula* line and its predecessor, non-embryogenic A17 line (Figure S1A,B). We measured the expression of the *MtCLE* genes in explants and calli of both lines, which were cultured as described in Section 4, in the conditions, inducing SE in the 2HA line. As a result, only *MtCLE08* and *18* were expressed in these in vitro conditions.

The *MtCLE08* gene expression increased during the later stages of cultivation (4–6th week), when somatic embryos developed on the calli of the embryogenic 2HA line. The expression increase was found in both the embryogenic and non-embryogenic lines at these stages, although it occurred earlier and more prominently in the 2HA line (Figure 4A). At the same time, *MtCLE18* was expressed predominantly at the early stages of callus development in both lines (Figure 4B). 

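In the R108 wildtype calli of the transcriptomic analysis, *MtCLE16* had 2 counts in each of the 2 libraries, or 2.28 ± 0.18 normalized counts (SD, n = 2). This equals 0.330 and 0.382 CPM of the library total in replicates 1 and 2, below the 3 counts that a count of 0 would allow. In *MtWOX9-1*-overexpressing R108 calli it had 1 count in replicate 1 and 0 in replicate 2. With 5 counts over the 4 libraries the gene was under the minimum of 10 for the test, and no fold change is given, since both groups were at or under the limit. A difference in *MtCLE16* expression level between the 2 kinds of calli was not detectable at this depth.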

We did not observe the expression of *MtCLE16* in calli of the A17 and 2HA lines (data not shown), which is consistent with transcriptome analysis results, showing an almost zero expression level of *MtCLE16* in the calli of another embryogenic *M. truncatula* line, R108 (Table S1).

### 2.4. Evaluation of the Influence of MtCLE08, 16, and 18 Overexpression on MtWOX Expression Levels

To check if chosen CLE peptides have any influence on *MtWOX9-1* expression, we transformed leaf explants of the *M. truncatula* R108 line with constructions for *MtCLE08*, *16,* or *18* overexpression, as well as the construction for *GUS* overexpression, which was used as a control. After 30–50 days of cultivation on the selective medium with hormones (BAP and 2.4-D), transgenic calli developed, and we transferred them onto the hormone-free selective medium. After several days of cultivation on the hormone-free medium, we extracted the material for expression analysis. According to our qPCR analysis, T0 calli had elevated expression levels of corresponding *CLE* genes, but none of these genes was found to have any influence on the *MtWOX9-1* expression level (Figure 5A,B,D,E,G,H). Due to the heterogeneous nature of transgenic T0 calli, individual calli transformed with construction for some *CLE* gene overexpression may have different levels of expression for this *CLE* gene. Therefore, we also evaluated the correlation between *MtWOX9-1* and the analyzed *CLE* gene expression in transgenic calli, but no significant correlation was found (Figure 5C,F,I).

We also suggested that MtCLE08, 16, or 18 could change expression of other *WOX* genes, on which *MtWOX9-1* overexpression has influence. 

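Table S1 lists 18 genes of the WOX family. Of these, 9 had 0 counts in all 4 libraries and the other 9 had at least 10 counts in total and were tested. In edgeR's quasi-likelihood test, 7 had an adjusted p under 0.05 both over all genes tested and adjusted over the list alone. *MtWOX9-1*, the gene overexpressed, was 1 of them. Table S1 reports these genes from the same libraries, and the paper does not state how they were chosen. Adjustment over the list alone is therefore not taken as independent evidence. *MtWOX2* (MtrunA17Chr4g0031341) rose from 0 and 3 counts in wildtype calli to 139 and 101 counts (adjusted p = 0.0044 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the mean of the 2 overexpressing libraries the rise was 31.4-fold against a wildtype level of 3 counts. This is not a strict lower bound, since wildtype replicate 2 itself had 3 counts. In normalized counts the lower overexpressing library was 25.3-fold above wildtype replicate 2. *MtWOX11-1* (MtrunA17Chr7g0254251) rose from 0 counts in both wildtype libraries to 44 and 17 counts. On the mean of the 2 overexpressing libraries the rise was at least 7.94-fold (adjusted p = 0.019 from the same test), and the bound for replicate 2 alone is smaller. *MtWOX4* (MtrunA17Chr1g0153171) fell from 524 ± 5.4 to 21.6 ± 18.1 normalized counts (SD, n = 2 each), a log2 fold change of -4.60 (standard error 0.48, adjusted p = 0.0041). The overexpressing libraries had 10 and 38 *MtWOX4* counts, so their spread was large beside their mean and small beside the fall. *MtWUS* (MtrunA17Chr5g0405351) fell from 6 and 12 counts to 0 in both overexpressing libraries. On the mean of the 2 wildtype libraries the fall was at least 3.90-fold (adjusted p = 0.023), and the bound for replicate 1 alone is smaller. Over the alternatives tried the adjusted p of *MtWUS* lay between 0.011 and 0.055, with 0.053 for DESeq2. *MtWOX5* had 0 and 9 counts in wildtype calli and 0 and 20 in overexpressing calli, so its replicates differed from each other more than the groups did.

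**Figure D1:**
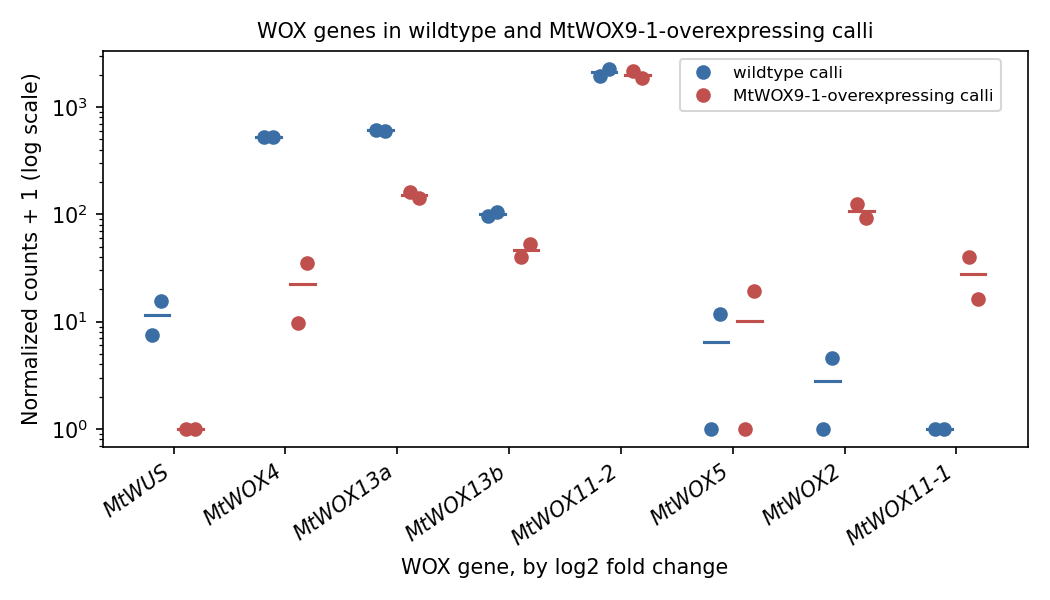
Normalized counts plus 1, on a log axis, of the 8 WOX genes other than *MtWOX9-1* with at least 10 counts in total, in wildtype and in *MtWOX9-1*-overexpressing calli. Each point is 1 library, each short line the mean of 2 libraries, and genes are ordered by log2 fold change. *MtWOX4* falls from 524 to 21.6 normalized counts, *MtWOX2* and *MtWOX11-1* rise, *MtWOX11-2* stays near 2000 counts in both groups, and the points of *MtWOX5* are as far apart within groups as between them.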

According to the transcriptomic analysis, *WOX* genes which changed expression in *MtWOX9-1*-overexpressing calli (*p*-value < 0.05) included *MtWOX2, MtWOX4*, *MtWOX11-1,* and *MtWOX13a* (Table S1). We also analyzed *MtWOX11-2* and *MtWOX13b*, which had rather high expression levels in both R108 (wildtype) and *MtWOX9-1*-overexpressing calli (DESeq2 normalized reads mean >50). 

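*MtWOX11-2* (MtrunA17Chr6g0460691, on chromosome 6) had the highest counts among the WOX genes of the wildtype calli, with 2100 ± 218 normalized counts (SD, n = 2) against 1999.8 ± 227 (SD, n = 2) in *MtWOX9-1*-overexpressing calli. Its log2 fold change of -0.07 (standard error 0.15, adjusted p = 0.75 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) is smaller than the spread between replicates, and its sign turns with library size as the only scaling. *MtWOX13b* (MtrunA17Chr3g0144021, on chromosome 3) had 99.7 ± 5.4 normalized counts (SD, n = 2) in wildtype calli and 45.2 ± 9.1 (SD, n = 2) in overexpressing calli, with a mean of 72.4 over the 4 libraries. Its log2 fold change was -1.14 (standard error 0.21, adjusted p = 0.014 from the same test), and over the alternatives tried the adjusted p lay between 0.010 and 0.049.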

Using qPCR, we checked the expression levels of these *WOX* genes in control calli and calli with *MtCLE08*, *16,* or *18* overexpression. We did not find any significant influence in most cases, but *MtWOX13a* gene expression level was lower in the calli with *MtCLE08* overexpression in comparison with control *GUS* overexpressing calli (*p*-value = 0.0043, Wilcoxon test) (Figure 6, Figures S2 and S3).

Given that in this experiment 18 different expression comparisons were made, as the effect of three *CLE* genes was evaluated for six *WOX* genes, the Bonferroni adjusted *p*-value for the difference between *MtWOX13a* expression in control and MtCLE08oe calli is 0.0043 × 18 = 0.0774, which exceeds the traditionally accepted threshold level (0.05). To check if the relation between *MtCLE08* and *MtWOX13a* genes exists, we evaluated their expression in different *M. truncatula* organs using the Medicago truncatula Expression Atlas [21]. Interestingly, expression of these two genes had a significant positive correlation when all organs were analyzed (R = 0.6, *p*-value = 1.3 × 10^−0.6^), but also a significant negative correlation in seeds only (R = −0.63, *p*-value = 0.0057) (Figure 7), suggesting the existence of complex regulatory intercourse between these two genes.

### 2.5. Evaluation of the Influence of MtCLE08, 16, and 18 Overexpression on Somatic Embryogenesis

Although the overexpression of *MtCLE08*, *16,* or *18* appeared not to have any influence on the *MtWOX9-1* expression level, we checked whether overexpression of these genes had any effect on the SE and callus formation capacity of T0 calli (Figure S1C,D). No influence of the overexpression of any gene analyzed on callus weight was found (data not shown). We also did not detect any effect of *MtCLE08* or *MtCLE18* overexpression on embryogenic calli development, but *MtCLE16* overexpression significantly reduced the number of somatic embryos per callus (Figure 8).

## 3. Discussion

Transcription factors from the WOX family regulate cell proliferation and differentiation, and different *WOX* genes have been found to stimulate regeneration processes. For example, WUS or its orthologs have been shown to induce regeneration in many plant species and can be applied as morphogenic regulators to speed up the transformation process or to make it possible [22,23]. WOX2 and 8 induce regeneration in tobacco [24], and MtWOX9-1 has been shown to stimulate SE in *M. truncatula* [15]. In this study, using *M. truncatula*, we tried to find new participants of SE among the family of CLE peptides, well-known regulators of the expression of the *WOX* genes. As *WOX* and *CLE* genes can be related to each other through feedback regulatory loops, we supposed that *CLE* genes regulated by MtWOX9-1 may possibly, in their turn, have an influence on *MtWOX9-1* expression level. Using transcriptomic data, we found that *MtWOX9-1* overexpression led to the increase in expression levels in *MtCLE18* and *MtCLE08* genes. MtCLE18 and MtCLE08 CLE domains, as well as the CLE domain of another peptide, MtCLE16, are similar to the CLE domain of the *A. thaliana* CLE8 peptide, for which functions in embryogenesis have been shown, as well as its stimulatory effect on the expression of *WOX8*, a close homolog of *MtWOX9-1* [14]. We supposed that MtCLE08, MtCLE16 and/or MtCLE18 may participate in zygotic or somatic embryogenesis and influence *MtWOX9-1* expression. To check our hypotheses, we evaluated the expression levels of chosen CLE peptides in different plant organs, as well as in callus cultures. Interestingly, the *MtCLE16* gene, having specific expression increase in developing seeds, did not demonstrate any significant expression during somatic embryogenesis. Localization of its expression in seeds as well as mutant analysis may help to elucidate the functions of this gene. At the same time, *MtCLE18* was specifically expressed in the stem as well as at the early stages of callus development in both embryogenic and non-embryogenic lines. Possibly, its functions may be related to the activity of lateral meristems, which play a significant part in callus development [25]. In its turn, *MtCLE08* demonstrated a less specific expression pattern, being activated in different plant organs including roots, nodules, and the stem, as well as in the calli of both embryogenic and non-embryogenic lines at different stages. Nevertheless, the increase in its expression level during SE suggests its participation in this process.

We did not find any influence of overexpression of the *CLE* genes under study on the *MtWOX9-1* expression level. This result suggests that the relations between CLE8 and WOX8 homologs are not very conservative. It is also worth mentioning that there are several *WOX* genes from the *WOX8/9* group in *M. truncatula*, and all of them, including *MtWOX9-1*, are more closely related to *WOX9* than to *WOX8* (Figure 2). It would be interesting to check if MtCLE08, 16, or 18 peptides have any influence on the expression of other *WOX* genes from this group, although these *WOX* genes are not expressed in wild type embryogenic calli (Table S1). 

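The 3 other genes of the WOX8/9 group are Medtr4g088070 (MtrunA17Chr4g0046231), Medtr4g088080 (MtrunA17Chr4g0046241) and *MtWOX9-2* (Medtr7g025010, MtrunA17Chr7g0223471). All 3 had 0 counts in both wildtype libraries and also in both *MtWOX9-1*-overexpressing libraries. A count of 0 in the wildtype libraries of 6065277 and 5241334 counts leaves room for an expression level of up to 0.495 and 0.572 CPM by counting error alone. Reads that were not assigned to these genes would also leave 0 counts, at a level that these limits do not cover. How multiply mapped reads were handled is not stated. *MtWOX9-1*, with 2 and 18 counts there, was the 1 member of the group that was detected in wildtype calli.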

We also suggest that the effect of *MtCLE08* and *18* overexpression could have been missed because their expression level was rather high even in control calli. It is also possible that these peptides can stimulate *MtWOX9-1* expression in different conditions. Probably, it is worth investigating whether the induction of *MtCLE08* and *18* in the tissues where they are normally not expressed has any effect on *MtWOX9-1* expression or other processes.

The effect of *MtCLE08* overexpression on *MtWOX13a* expression level was found. MtWOX13a is a member of an ancient WOX family branch. Its ortholog in *A. thaliana* is expressed in many tissues and was studied primarily as the regulator of fruit development [26]. Its functions in *M. truncatula* have yet to be discovered, but the expression level of *MtWOX13a* is lower in *MtWOX9-1*-overexpressing highly embryogenic calli than in control calli (Table S1). This may suggest that MtWOX13a acts antagonistically to SE.

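In the transcriptomic data, *MtWOX13a* (MtrunA17Chr1g0212511, on chromosome 1) had 570 and 500 counts in the wildtype libraries and 183 and 157 in the *MtWOX9-1*-overexpressing libraries. Its normalized counts were 608 ± 8.4 (SD, n = 2) in wildtype calli and 152 ± 13.5 (SD, n = 2) in overexpressing calli, a fall many times larger than the spread in either group. The expression level was 4.01-fold lower (standard error of the log2 fold change 0.13, adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with 1 library left out at a time the log2 fold change lay between -2.10 and -1.91. Its homolog *MtWOX13b* fell as well, with a log2 fold change of -1.14, and *MtH3L*, the reference gene of the qPCR experiments, had a log2 fold change of 0.18 (standard error 0.19, adjusted p = 0.48 from the same test).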

We did not find a SE stimulator among MtCLE08, 16 and 18; on the contrary, *MtCLE16* overexpression repressed SE. A recent study shows that several CLE peptides (CLE1-7) repress shoot regeneration in *A. thaliana* through the inhibition of *WUS* expression [27], but the sequences of their CLE domains differ significantly from the CLE domain of MtCLE16. In another study, *MtCLV3* expression was found to be associated with SE in *M. truncatula* [28], but, so far, no regeneration stimulator has been found among CLE peptides. 

The mechanisms by which *MtCLE16* overexpression represses embryogenesis are yet to be discovered, but one can suppose that MtCLE16 acts antagonistically to another, as yet unknown, CLE peptide, which stimulates regeneration. If such a peptide was found, it could probably be used as a morphogenic regulator to enhance transformation efficiency. The MtCLE16 CLE domain has an asparagine residue in the 12th position, whereas the MtCLE08 and 18 CLE domains have a histidine residue. The *MtCLE16* overexpression effect and the absence of significant effects of *MtCLE08* and *18* overexpression allow us to suggest that this amino acid position is important in SE regulation by CLE peptides. It would be interesting to investigate whether overexpression of a mutated *MtCLE18* gene encoding peptide with asparagine residue at the 12th position could have repressive effect on SE. 

Taken together, our results specify regulatory relationships between *WOX* and *CLE* genes in the embryogenic calli and suppose several directions for the search of new morphogenic regulators.

## 4. Materials and Methods

### 4.1. Plants and Microorganisms

*M. truncatula* R108, A17 and 2HA lines were used. Seeds of the R108 line were provided by the Samuel Roberts Institute (OK, USA). Seeds of the 2HA line were provided by Dr. Mireille Chabaud (Laboratory of Plant-Microbe Interactions, Ausville-Tolozan, France). Seeds of the A17 line were provided by colleagues from Wageningen University (Netherlands). 

Prior to germination, *M. truncatula* seeds were submerged in sulfuric acid (95–97%) for 10 min, rinsed 10 times with distilled water, and put on the 1% agar at 4 °C. Plants were grown in in vivo conditions in soil (Terra Vita, Nord Pulp, Russia) mixed with vermiculite (3:1).

Transformation of R108 plants, induction of SE in the 2HA line, and in vitro cultivation of the A17 line were carried out as in [15]. Evaluation of SE capacity was performed in the R108 line T0 calli, which were developed after leaf explant transformation, without obtaining transgenic plants. Embryo number per callus and callus weight were evaluated for 10–24 T0 calli per genotype, depending on the experiment. Analysis of *M. truncatula* SE capacity and weight measurement for T0 calli were performed on the 72nd–86th day after transformation, after 33–50 days of cultivation on the callus induction medium and 30–43 days of cultivation on the hormone-free medium. Material for gene expression analysis in T0 calli was taken on the 43rd–56th day after transformation, after 33–50 days of cultivation on the callus induction medium and 7–14 days of cultivation on the hormone-free medium. 

Escherichia coli DH10B strain was used for cloning. For *M. truncatula* transformation, *Rhizobium radiobacter* (*Agrobacterium tumefaciens*) AGL1 strain was used. Microorganisms cultivation conditions and transformation methods are described in [29].

### 4.2. Molecular Cloning and qPCR Analysis

To obtain the constructions for *MtCLE* genes overexpression, the CDS of *MtCLE* genes under study were cloned in the pDONR207 vector (Invitrogen) and then to the pMDC32 vector [30], using the Gateway method (Invitrogen).

For the expression analysis, RNA was isolated from plant calli using RNeasy Plant Mini Kit (Qiagen, Hilden, Germany) or TRIzol (Thermo Fisher Scientific, MA, USA), according to the manufacturer’s instructions. For DNAse treatment and DNAse removal, RapidOut DNA Removal Kit (Thermo Fisher Scientific) was used. Depending on the experiment, 50–500 ng of RNA was used for cDNA synthesis. For reverse transcription, RevertAid reverse transcriptase, RiboLock RNase Inhibitor (Thermo Fisher Scientific), and oligo-dT18 primer were used according to manufacturer’s instructions. Reverse transcription was performed in 20 μL volume; cDNA samples were diluted 5-fold with water. For each qPCR reaction, we used 1/100th of cDNA, synthesized in each reverse transcription reaction.

The kit with Eva Green (Syntol, Moscow, Russia) was used to perform qPCR, according to the manufacturer’s instructions. qPCR was performed in the CFX96 Real-Time PCR Detection System (Bio-Rad, CA, USA). The CFX-Manager software (Bio-Rad) was used for threshold cycle estimation. Quantitative analysis of differences in gene expression between samples was performed using the delta delta Ct method [31]. For gene expression analysis in T0 calli, 6 biological replicates (6 separate callus samples) per genotype were analyzed with qPCR. For the evaluation of gene expression dynamics in 2HA and A17 calli, 3 biological replicates (3 separate callus samples) were analyzed per each cultivation stage for each line.

For correlation analysis, delta Ct values of two analyzed genes were estimated for each sample, and then Spearman’s rank correlation coefficient was calculated. The *MtH3L* gene was used as a reference. Primers (Evrogen, Moscow, Russia) used in the study are shown in Table S2.

### 4.3. Software

For sequence analysis, Ugene [32], SnapGene (from GSL Biotech; available at snapgene.com) and ApE (M. Wayne Davis) were used. For statistical analysis and diagram drawing, Rstudio (RStudio Team, 2020) was used. MEGA X software [20] was used for alignment and phylogeny analysis.

## Figures and Tables

**Figure 1:**
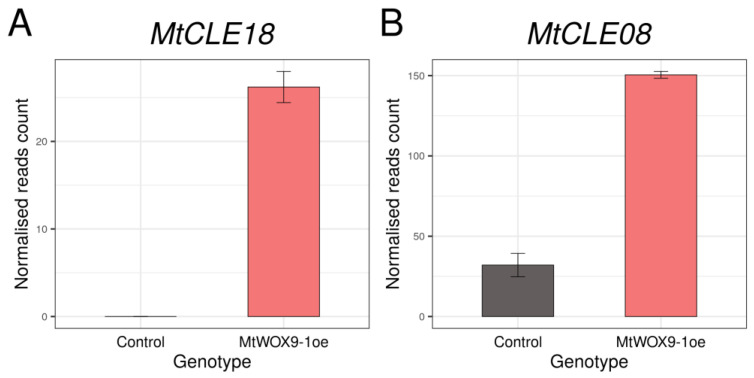
Expression levels of *MtCLE18* (**A**) and *MtCLE08* (**B**) in control (R108) calli and calli with *MtWOX9-1* overexpression according to the transcriptomic analysis [17]. Error bars represent the standard error for two biological replicates.

**Figure 2:**
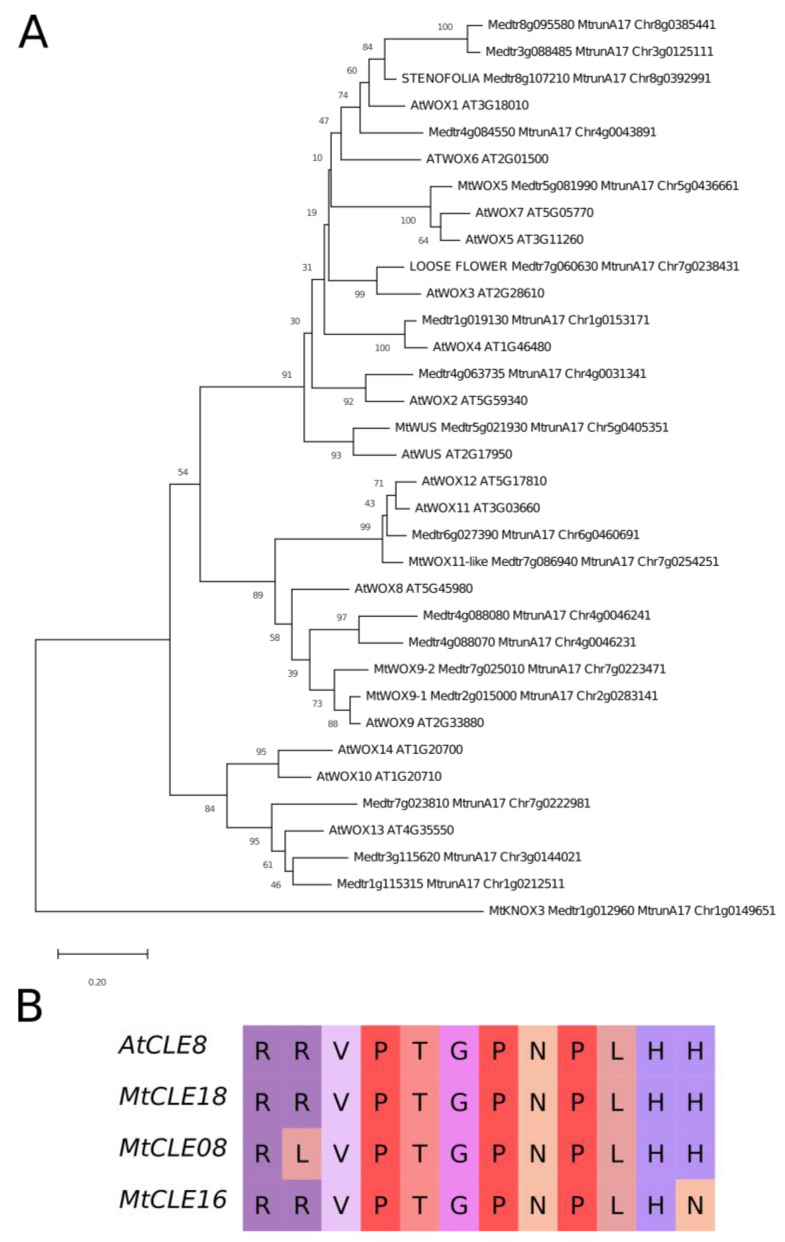
(**A**) Phylogenetic tree of *A. thaliana* and *M. truncatula* WOX proteins, based on homeodomain sequences. The tree was inferred using the Neighbor-Joining method [18]. The percentages of replicate trees in which the associated proteins are clustered together in the bootstrap test (500 replicates) are shown next to the branches [19]. The tree is drawn to scale, with branch lengths in the same units as those of the evolutionary distances used to infer the phylogenetic tree. Evolutionary analyses were conducted in MEGA X [20]; (**B**) Alignment of CLE domains of *A. thaliana* CLE8 peptide and *M. truncatula* MtCLE18, 08 and 16 peptides. Different colors represent different amino acids.

**Figure 3:**
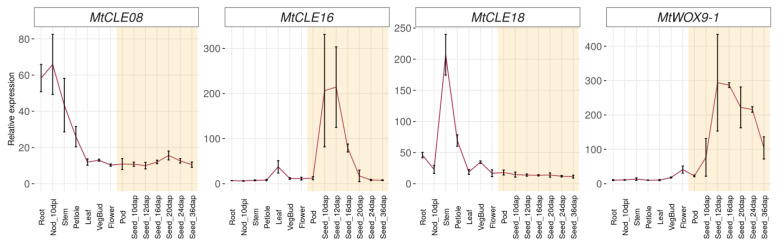
Expression patterns of *MtCLE08*, *MtCLE16*, *MtCLE18* and *MtWOX9-1* genes in different organs and during different stages of seed development according to the Medicago truncatula Gene Expression Atlas [21]. The error bars represent SD of three biological replicates. Stages of seed development are highlighted in yellow.

**Figure 4:**
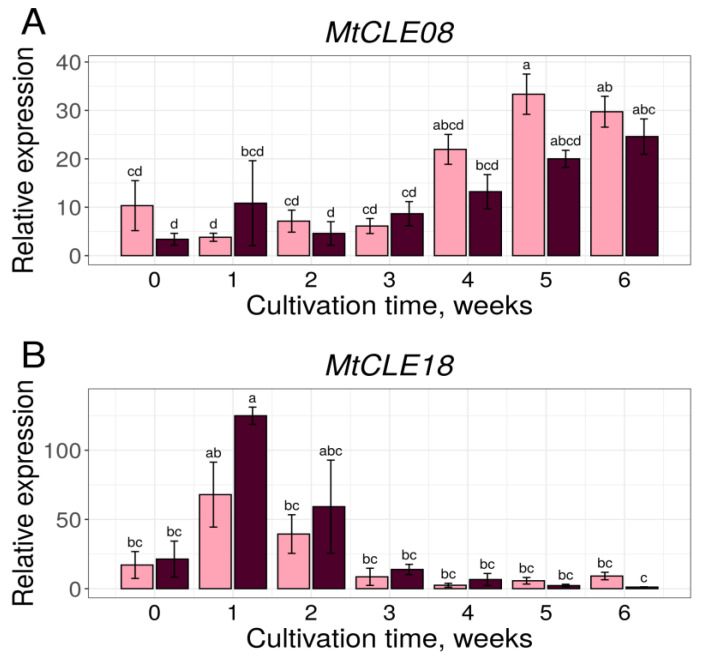
*MtCLE08* (**A**) and *MtCLE18* (**B**) genes expression dynamics during in vitro cultivation of explants of embryogenic 2HA (pink) and non-embryogenic A17 (dark-red) lines. Error bars represent the standard error. Data are obtained from three biological replicates. To assess the statistical significance of the observed differences, one-way analysis of variance (one-way ANOVA) with Tukey’s post hoc test was used, with confidence level 0.95. Different lowercase letters represent expression levels with statistically significant differences (*p*-value < 0.05).

**Figure 5:**
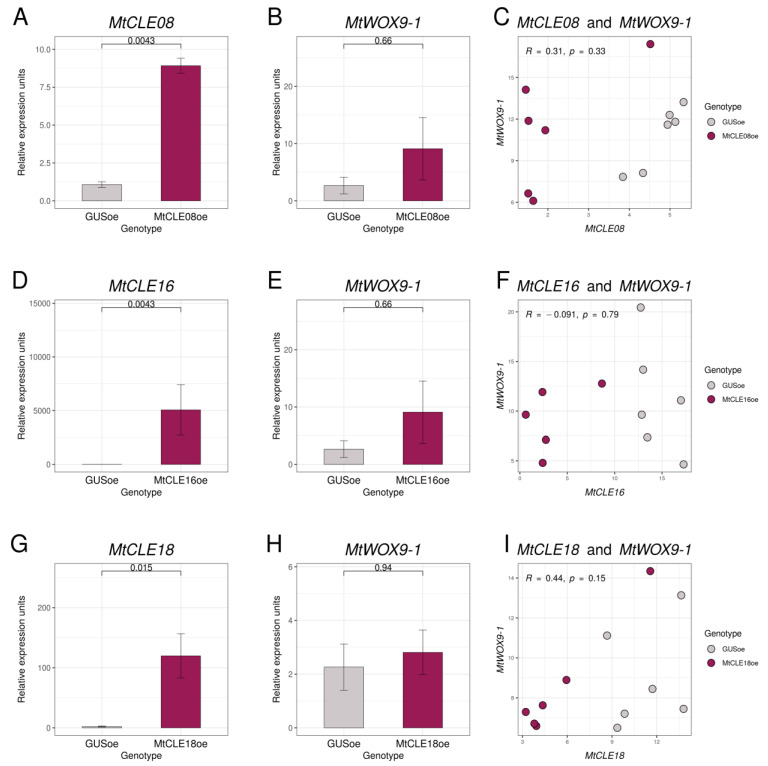
Expression levels of *MtCLE08* (**A**), *MtCLE16* (**D**), *MtCLE18* (**G**), and *MtWOX9-1* (**B**,**E**,**H**) genes in transgenic calli with *GUS* and *MtCLE08* (**A**,**B**), *MtCLE16* (**D**,**E**), or *MtCLE18* (**F**,**G**) overexpression. Expression levels of the *MtCLE08* (**C**), *MtCLE16* (**F**), or *MtCLE18* (**I**) gene and the *MtWOX9-1* gene in individual callus samples. Error bars represent the standard error. Data are obtained from six biological repeats per genotype. To assess the statistical significance of the observed differences between different genotypes of calli, the Wilcoxon signed-rank test was used. To assess the statistical significance of correlation between expression levels of different genes, Spearman’s rank correlation test was used. Material for gene expression analysis in T0 calli was taken at 43rd–56th day after transformation, after 33–50 days of cultivation on the callus induction medium, and 7–14 days of cultivation on the hormone-free medium.

**Figure 6:**
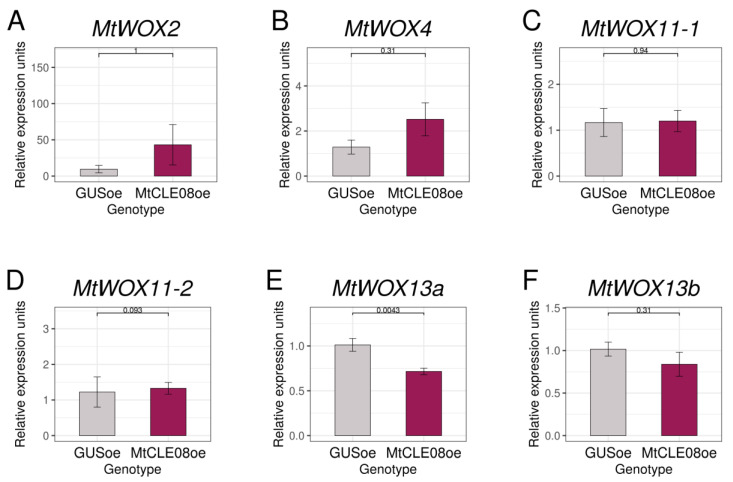
Expression levels of the *MtWOX2* (**A**), *MtWOX4* (**B**), *MtWOX11-1* (**C**), *MtWOX11-2* (**D**)*, MtWOX13a* (**E**) and *MtWOX13b* (**F**) genes in transgenic calli with *GUS* and *MtCLE08* overexpression. Error bars represent the standard error. Data are obtained from 6 biological repeats per genotype. To assess the statistical significance of the observed differences between different genotypes of calli, the Wilcoxon signed-rank test was used. Material for gene expression analysis in T0 calli was taken at 43rd–56th day after transformation, after 33–50 days of cultivation on the callus induction medium and 7–14 days of cultivation on the hormone-free medium.

**Figure 7:**
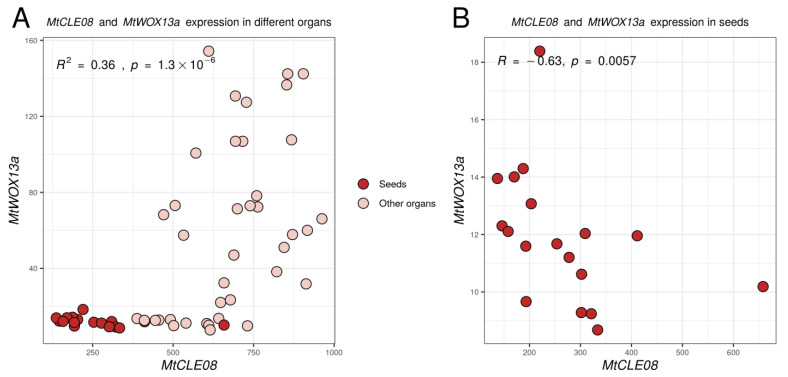
Expression levels of the *MtWOX13a* and *MtCLE08* genes in different organs and during different stages of seed development according to the Medicago truncatula Gene Expression Atlas [21]. To assess the statistical significance of correlation between expression levels of different genes, Spearman’s rank correlation test was used.

**Figure 8:**
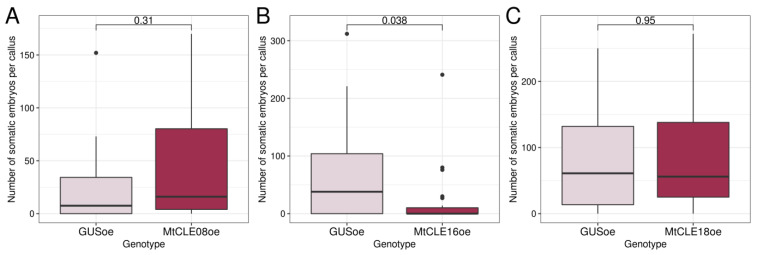
Number of somatic embryos per callus in transgenic calli with *GUS* and *MtCLE08* (**A**), *MtCLE16* (**B**)*,* or *MtCLE18* (**C**) overexpression. Data are obtained from 10–24 calli for different samples. For *MtCLE16* overexpressing calli, two experiments were performed with similar results. To assess the statistical significance of the observed differences, the Wilcoxon signed-rank test was used. Analysis of *M. truncatula* SE capacity and weight measurement of T0 calli were performed on the 72nd–86th day after transformation, after 33–50 days of cultivation on the callus induction medium and 30–43 days of cultivation on the hormone-free medium.

## Data Availability

Raw data files and gene expression data on the transcriptome analysis of wild type calli and calli with *MtWOX9-1* overexpression are available via the Gene Expression Omnibus (GEO) with identifier GSE201314.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants12030435/s1, Table S1: Results of transcriptomic analysis of calli with *MtWOX9-1* overexpression for chosen *MtCLE* and *MtWOX* genes. *WOX* genes chosen for analysis are highlighted with red. Table S2: Primers used in the study. Gene IDs in tables correspond to the versions MedtrA17_4.0 [33] and MtrunA17r5.0-ANR [34,35] of *M. truncatula* genome. Figure S1: (A,B) Representative photos of A17 (A) and 2HA (B) calli at the sixth week of cultivation. Somatic embryos on 2HA calli appear as green-colored structures. (C,D) Representative photos of T0 control calli with *GUS* overexpression, taken when the weighing and counting of embryos was performed (83th day of cultivation). Figure S2: Expression levels of the *MtWOX2* (A), *MtWOX4* (B), *MtWOX11-1* (C), *MtWOX11-2* (D), *MtWOX13a* (E) and *MtWOX13b* (F) genes in transgenic calli with *GUS* and *MtCLE16* overexpression. Error bars represent the standard error. Data are obtained from 6 biological repeats per genotype. To assess the statistical significance of the observed differences between different genotypes of calli, the Wilcoxon signed-rank test was used. Figure S3: Expression levels of the *MtWOX2* (A), *MtWOX4* (B), *MtWOX11-1* (C), *MtWOX11-2* (D), *MtWOX13a* (E) and *MtWOX13b* (F) genes in transgenic calli with *GUS* and *MtCLE18* overexpression. Error bars represent the standard error. Data are obtained from 4–6 biological repeats per genotype. To assess the statistical significance of the observed differences between different genotypes of calli, the Wilcoxon signed-rank test was used.

How the deposited data were processed for this re-analysis (not part of the article)

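The data were RNA-seq libraries of *M. truncatula* R108 calli on day 35 of culture, 2 from wildtype plants and 2 from plants overexpressing *MtWOX9-1*. Other experiments of the paper (qPCR of transgenic, A17 and 2HA calli, the expression atlas, and embryo counts) were not analysed here.

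The authors deposited a table of whole-number read counts per gene and library for 52709 genes, without normalization. Gene IDs are those of MtrunA17r5.0-ANR. The paper, its Tables S1 and S2 and the sample labels do not state the aligner, the counting program or the read filters. The authors also deposited a table with the same genes that holds a normalized signal per library, which is the count multiplied by 1 constant per library (1.06 and 1.18 for wildtype replicates 1 and 2, 0.873 and 0.903 for overexpressing replicates 1 and 2). That deposited table gives the authors' log2 fold changes of overexpressing over wildtype calli with their standard errors, as log2 values from DESeq2. It also gives the authors' p-values and adjusted p-values, with no adjusted value for genes that DESeq2 set aside. Its gene symbols and descriptions, given for 3772 and 3784 genes, were used for gene names. Of its genes, 24608 have an adjusted p-value, and 6432 of these are under 0.05 in the authors' deposited table. Each of the 4 columns of counts was matched to a sample by the column name, which equals the sample's description, and 0 per-sample columns were left unused.

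The library totals were 6065277 and 5241334 counts for wildtype replicates 1 and 2 and 6666866 and 6399209 counts for overexpressing replicates 1 and 2. A count of 0 therefore allows between 0.450 and 0.572 CPM (counts scaled to a library total of 1000000), taking 3 counts as the limit. Such limits cover counting error only, since the reads carry no molecular identifiers in these tables. The 10 genes with the most counts took 8.34% and 7.14% of the counts in the wildtype libraries and 4.44% and 4.67% in the overexpressing libraries. Chloroplast genes took between 0.242% and 0.336% and mitochondrial genes between 0.752% and 1.14%.

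Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with at least 10 counts in total over the 4 libraries were kept (24630 genes), scaled with TMM (factors 0.937, 0.970, 1.04 and 1.06), and tested with the quasi-likelihood test on condition alone, without a replicate block. The common dispersion was 0.0284. Adjusted p-values are Benjamini-Hochberg values over all genes tested, with a threshold of 0.05. Standard errors of log2 fold changes were taken from the test statistic. Where both libraries of a group had at most 3 counts, a fold is a lower bound against 3 counts. It is a bound in the strict sense only where both libraries had 0 counts. The alternatives were DESeq2 1.42.0 with its default filtering, DESeq2's size factors in edgeR, library size as the only scaling, edgeR's filterByExpr, a minimum of 1 count, the replicate number as a block, limma 3.58.1 on log2 of normalized counts plus 1 or plus 0.5, a prior count of 2, an adjusted p under 0.01, an absolute log2 fold change over 1, and each library left out in turn. These, the design and the rule for naming genes were set before the data were examined. Library size without the 17 genes that are among the 10 most counted of any library was added afterwards.

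By the rule set beforehand, the genes named were all genes of Table S1, the qPCR reference gene *MtH3L*, and the 5 rising and 5 falling genes with the largest absolute log2 fold change among those with an adjusted p under 0.05, a mean of at least 100 normalized counts and no overlap between the groups. Of those without a symbol, at most 2 rising and 2 falling IDs are printed. *MtCLE51*, *MtCLE06*, *MtCLE07*, *MtABI3*, the plethora and Root Cap genes, and the genes given as examples of counts of 0 or of naming fall outside this rule and were chosen after their values were seen. Gene sets were formed by keywords in the deposited descriptions and tested with limma's camera at an inter-gene correlation of 0.01. Of the sets, the CLE peptides had 10 tested genes and the histones 14. The seed maturation keywords matched 3 genes and the photosynthesis keywords 0, under the minimum of 5, so these sets were not tested.

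The fits were tested on simulated counts drawn for the real genes from their means, dispersions and library sizes, with 200 genes changed by a log2 fold change of 2 up or down. The changed genes were drawn only from genes above a minimum mean count, so recovery of weakly expressed genes such as *MtCLE18* was not tested. They are also far fewer than the 9645 genes called in the real counts, so the numbers of false calls do not carry over to these. Of 24519 genes tested, edgeR's quasi-likelihood test recovered 186 of the 200 changed genes and called 16 unchanged genes. DESeq2 recovered 193 and called 49 unchanged genes among 30724. limma without its mean-variance trend recovered 0 of the changed genes in this simulation, so the trend was turned on before limma was run on the real counts, and limma then recovered 185 and called 19 unchanged genes.

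Chromosomes were read from the gene IDs. Of the 52709 IDs, 0 matched an entry among the 39590 genes of the RefSeq table at hand, so start and end coordinates were not used here.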

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

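The genes singled out in this part are outside those the paper discusses and have counts in *MtWOX9-1*-overexpressing calli above those in wildtype calli. Other CLE genes and genes with large falls are given beside them for comparison. The test of reads shared between Root Cap genes and the test of the neighbours of *MtCLE51* were chosen after the values they use had been seen, and so was the scaling that leaves out the most counted genes, which was added after the data were seen. Library size as the only scaling was set before. *MtCLE51*, *MtABI3*, the plethora genes and the Root Cap genes were singled out after their values were seen, from a look through many gene families by keyword.

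*MtCLE51* (MtrunA17Chr8g0354971, on chromosome 8) belongs to the same family as the CLE genes under study. It had 0 counts in both wildtype libraries and 30 and 54 counts in overexpressing calli, or 37.6 ± 15.9 normalized counts (SD, n = 2), at least 11.0-fold higher (adjusted p = 0.0095 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and between 0.00023 and 0.026 over the alternatives). Its level in overexpressing calli was thus of the order of that of *MtCLE18*. Of the 41 genes that the deposited annotation describes as CLE family members, 22 had 0 counts in all 4 libraries and 10 were tested. *MtCLE18*, *MtCLE08* and *MtCLE51* were higher. *MtCLE06* was lower (log2 fold change -0.80, adjusted p = 0.012), and so was *MtCLE07* (log2 fold change -1.93, adjusted p = 0.047). Over the alternatives the adjusted p of *MtCLE07* lay between 0.035 and 0.23, and it was not under 0.05 with DESeq2, library size as the only scaling, a minimum of 1 count, the replicate block or limma. Whether reads of an overlapping gene were assigned to *MtCLE51* in overexpressing calli cannot be told apart from a rise of the gene itself. The share that *MtCLE51* holds beside the 6 genes nearest to it in the order of the IDs in overexpressing calli would give 54.2 counts in wildtype calli, where 0 were observed, but this assumes a constant share, which other genes of these tables do not show. None of the 6 neighbours held the same count as *MtCLE51* in an overexpressing library, which decides nothing by itself. Whether *MtCLE51* responds to MtWOX9-1 or to a later stage of the calli remains untested.

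All 8 genes described as Root Cap in the deposited annotation and tested were higher in overexpressing calli, each with an adjusted p under 0.05 in edgeR's quasi-likelihood test (the highest was 0.014). Their median log2 fold change was 6.74, with genes at or under 3 counts in wildtype calli taken at their lower bound. Without wildtype replicate 2 this median was 7.67 and without wildtype replicate 1 it was 5.74, and all 8 were higher either way. Among the 74 families of at least 5 tested genes that share a description, 2 had every member higher. *MtRC7* had 4 and 53 counts in wildtype calli and 3956 and 5728 in overexpressing calli. If the reads of 1 such gene had been spread over its paralogs, all 8 would show the same ratio between the overexpressing libraries. The ratio of replicate 2 to replicate 1 ran from 1.09 to 2.41 in normalized counts, and a chi-square test of the counts of the 8 genes in the 2 libraries gave p = 3.1e-32. This p covers counting error only and takes reads as independent, and with the chi-square divided by the 8.24 per degree of freedom seen between these libraries over all genes it was 0.0056. Both argue against 1 gene as the source of all. Sharing within smaller groups of them remains open.

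The 5 genes described as plethora factors (*MtPLT1* to *MtPLT5*, of which *MtPLT4* is also named *MtBBM*) were higher too, with a median log2 fold change of 4.08 and adjusted p-values of at most 0.026 in the same test. The size of this rise depends on wildtype replicate 2: without it the median was 6.64, and without wildtype replicate 1 it was 3.18, with all 5 higher either way. *MtPLT3* had 42 and 121 counts in wildtype calli and 1474 and 1188 in overexpressing calli. *MtPLT1* had 0 and 48 counts in the wildtype libraries, and its call depends on the test: the adjusted p was 0.28 with DESeq2 and lay between 0.017 and 0.28 over the alternatives. *MtABI3* rose from 0 and 20 counts to 1184 and 1060, or to 1001 ± 58.9 normalized counts (SD, n = 2, adjusted p = 0.0051). For *MtCLE51*, the plethora and the Root Cap genes, 14 of the 14 had an adjusted p under 0.05 and were higher with library size only. The same held for 14 of 14 when the 17 most counted genes were also left out. This outcome was to be foreseen and is no separate evidence. Library size only moved the median log2 fold change of all genes from 0.039 to 0.18. The lowest log2 fold change was 3.18 among the plethora and 5.01 among the Root Cap genes, so the scalings tried differ too little to cause these rises. The largest part of these genes had more counts in wildtype replicate 2 than in wildtype replicate 1 (7 of 8 Root Cap genes and 5 of 5 plethora genes). A candidate explanation that stays open is that the overexpressing calli held more embryo or root tissue, and the design, which has 1 time point, does not separate this from a direct effect of MtWOX9-1.

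Among genes with a mean of at least 100 normalized counts, the largest fitted rises belonged to genes with no symbol or description in the deposited annotation. MtrunA17Chr4g1018101 had 0 counts in both wildtype libraries and 3313 and 2841 in overexpressing calli, or 2745 normalized counts on average, at least 805-fold higher. MtrunA17Chr8g0392741 had 0 counts in both wildtype libraries and 627 normalized counts on average in overexpressing calli, at least 184-fold higher. The largest falls were those of *MtnsLTP71*, a lipid transfer protein gene with 268 and 219 counts in wildtype calli and 0 in overexpressing calli (at least 103-fold lower), of MtrunA17Chr7g0224171 (at least 77.2-fold lower), of *MtGASA8* (log2 fold change -7.23) and of MtrunA17Chr2g0278911 (128-fold lower). Their adjusted p-values were between 0.0025 and 0.0035 in edgeR's quasi-likelihood test. A rise from 0 could also stem from sequence present in the transgenic plants alone, and no test of this was possible without the gene's sequence, while library size as the only scaling left the log2 fold change of MtrunA17Chr4g1018101 at 14.49.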

How the results depend on the processing

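Of the genes named, 35 were refitted under each alternative. In 334 of the 349 comparisons, direction and side of the threshold were those of edgeR's quasi-likelihood test with TMM scaling, in 13 the adjusted p was no longer under 0.05, and in 2 the sign changed. The 13 concern *MtWUS*, *MtCLE07* and *MtPLT1*. The comparisons with a prior count of 2 bear on direction alone. Only the fold change can move there, since the adjusted p is that of edgeR's quasi-likelihood test with TMM scaling. *MtCLE18* and *MtCLE08* kept an adjusted p under 0.05 in every alternative, between 0.0011 and 0.033 for *MtCLE18* and between 1.3e-05 and 0.018 for *MtCLE08*. The log2 fold change of *MtCLE08* ran from 2.14 to 2.34. The fitted value of *MtCLE18* ran from 3.83 to 7.79, since it has no wildtype counts behind it.

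The count of 9645 changed genes was 6432 with DESeq2, 8139 with a minimum of 1 count and 3930 at an adjusted p under 0.01, and it lay between 9198 and 9952 with the other scalings, filters and limma. With an absolute log2 fold change over 1 as well it was 6436. Of the genes lower in overexpressing calli, 3101 were called by DESeq2 against 4660. Genes called by both edgeR and DESeq2 numbered 6295, and no called gene changed direction in any of these fits. Library size as the only scaling moved the median log2 fold change of all genes from 0.039 to 0.18 and the share of higher genes among those called from 51.7% to 60.5%. It also turned the sign of *MtWOX11-2*, from -0.07 to 0.065, and the same scaling without the 17 most counted genes, chosen after the data were seen, gave 0.011. All of these values are within 1 standard error of 0. Each scaling, test and filter called 6 or 7 WOX genes. *MtWUS* accounts for the change: its adjusted p (0.011 to 0.055 over the alternatives) was 0.053 with DESeq2 and 0.055 with the replicate number as a block, and filterByExpr left it untested.

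By their labels, wildtype and overexpressing libraries share replicate numbers only. With the replicate number as a block, 6668 genes had an adjusted p under 0.05, *MtCLE18* had 0.033 and *MtCLE08* 0.018. The deviations of the libraries with the same number from their group means had a correlation of -0.04 across 14421 genes, so no shared deviation was seen. Whether samples with the same number were grown or prepared together is not stated, and this correlation cannot exclude it.

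With 1 library left out at a time the group left with 1 library has no spread of its own. No test was run on these fits, and values alone were compared. The log2 fold change of *MtWOX9-1* lay between 8.29 and 11.55 across the 4 fits that each left out one replicate, with the highest value without wildtype replicate 2, and that of *MtCLE18* between 7.63 and 7.82. *MtWOX5* went from -5.47 to 6.20, both with 0 counts in 1 group, so its direction rests on single libraries. Of the 140 comparisons of this kind over 35 genes, the sign changed in 5, which concern *MtWOX5*, *MtWOX11-2* and *MtH3L*. *MtWOX11-2* turned to 0.040 without wildtype replicate 2 and to 0.041 without overexpressing replicate 2. *MtH3L* turned to -0.0018 without wildtype replicate 1. *MtCLE16* lay between 0.352 and 0.394 CPM in wildtype calli, with a mean of 0.373 and a mean of 0.356 when the library total replaced the effective size. This difference is below the spread between replicates. The 3 other WOX8/9 genes had 0 counts with either wildtype library left out.

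Of the 2 gene sets tested, the histones were higher with camera at the preset correlation (14 genes, median log2 fold change 1.27, adjusted p = 0.018 over the 2 sets), and 8 of these genes were higher and 1 lower by single-gene calls. With an estimated correlation 0 sets passed, with an adjusted p of 0.54 for the histones, and with fry it was 0.057. The CLE peptides did not pass with camera (adjusted p = 0.34) and passed with fry (0.034). Leaving out a library was not run for gene sets or for counts of genes, since 1 library in a group has no spread of its own. How far these results depend on single libraries was therefore not tested.

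The depth limits the weakly expressed genes. *MtCLE16* and the 9 WOX genes without counts are not seen to change below 0.572 CPM, and the fold changes of *MtCLE18*, *MtWOX2*, *MtWOX11-1* and *MtWUS* are known as bounds only.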

Differences from the paper's values

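Table S1 of the paper gives values for 12 genes that were compared here. None of the 11 log2 fold changes and the 24 group means of normalized counts differed from the values here by more than the spread between replicates and, for the means, a factor of 1.5, with folds against a group at or under 3 counts taken as lower bounds. For *MtCLE16* Table S1 also gives a log2 fold change, and none is given here, since both groups were at or under the limit of 3 counts.

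The paper's text leaves *MtWUS* out of its list of changed WOX genes. Its adjusted p is 0.0532 in the paper's Table S1 and was 0.023 here with edgeR's quasi-likelihood test. *MtWOX13b* is not among the changed genes of the paper's text either, and is named there for its high expression level in both kinds of calli. Its adjusted p is 0.0492 in the paper's Table S1 and was 0.014 here with edgeR, with 45.2 normalized counts on average in overexpressing calli. With DESeq2, an alternative set before the data were examined, the adjusted p here was that of Table S1 for all 11 genes compared, 0.0532 for *MtWUS* and 0.0492 for *MtWOX13b* included.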

Other observations

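Both tests of mixed-in material and the test of neighbouring genes in this part were chosen after the results were seen, and the test of depth before.

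Wildtype replicate 2 lay closer to the overexpressing libraries than wildtype replicate 1 did. Over the 14421 genes with at least 200 counts in total, the correlation of log2 CPM with the 2 overexpressing libraries was 0.677 and 0.700 for wildtype replicate 2, and 0.573 and 0.597 for wildtype replicate 1. Across these genes, which are not independent replicates, the difference between the wildtype libraries (replicate 2 minus replicate 1) had a correlation of 0.51 with the change in overexpressing calli, with a slope of 0.22. For comparison, the difference between the overexpressing libraries had a correlation of -0.12 with it. Of the 3313 such genes that were higher in overexpressing calli, 76.4% had more normalized counts in wildtype replicate 2 than in replicate 1, and of the 3205 lower ones, 74.4% had fewer. Since the mean of both wildtype libraries enters the change, noise of equal size in both does not favour either sign. Lower depth of wildtype replicate 2 is argued against: with every library thinned to 5241334 counts the correlation was 0.508. Material of overexpressing calli mixed into wildtype replicate 2 is argued against as the whole cause by the lower genes and by genes off in wildtype replicate 1. *MtWOX9-1* had 18 counts there, which is 0.235% of its mean in overexpressing calli (at most 0.371% within counting error), and such a share gives a log2 difference no lower than -0.0054 for any gene. The 3205 lower genes had a median log2 difference of -0.13 between wildtype replicates 2 and 1 (quartiles -0.27 and 0.0043). The 95 genes with 0 counts in wildtype replicate 1 and a mean of at least 200 counts in overexpressing calli had 2096 counts together in wildtype replicate 2, or 18.3 times what the share of *MtWOX9-1* allows. At minimum means of 500 and 1000 counts, which were also looked at, the ratio was 8.84 and 8.80 (24 and 11 genes). Per gene and at the upper limit of the share, the median ratio was 8.24, 4.47 and 3.99 at the 3 minimum means. Genes picked in reverse, with 0 counts in wildtype replicate 2, had ratios of 68.5, 54.8 and 77.8 in wildtype replicate 1 (21, 7 and 3 genes), which came from few genes with at least 100 counts (4, 1 and 1), since their medians at the upper limit were 0, 0 and 0.490. A smaller part of the counts of wildtype replicate 2 stemming from such material is not excluded. A candidate explanation that remains is that the wildtype calli of replicate 2 were further along a change that is stronger in overexpressing calli, and the labels give no embryo counts to test it. *MtWOX9-1* itself, with 2 and 18 counts, and *MtABI3*, with 0 and 20, differ in the same direction between the wildtype libraries. *MtCLE08*, higher in overexpressing calli, had 37 and 21 counts, and *MtWUS*, lower there, had 6 and 12, so both go against it. The effect on the results is that fold changes of genes such as *MtABI3* depend on wildtype replicate 2. Without it the log2 fold change of *MtABI3*, taken from group means without a refit, is 12.97 in place of a fitted 6.43. The value of 12.97 has 0 wildtype counts behind it, so its size depends on the prior count and does not measure the rise.

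A count of 0 in these tables may not always be a sign of no reads. In 53 cases a gene had 0 counts in 1 replicate and at least 100 in the other of the same group. One of them, MtrunA17Chr8g0380171, had 0 counts in 3 libraries and 1991 in overexpressing replicate 1, where the next gene in the order of the IDs, MtrunA17Chr8g0380181, also had exactly 1991. Of the other 52 cases, 4 (7.69%) had a gene within 3 positions with the same count in the same library, against 171 of 41531 other cases with at least 100 counts (0.412%, Fisher's exact test, one-sided p = 7.0e-05). This is consistent with reads of overlapping gene models being divided between them in some libraries and not in others, for the few cases where the counts are equal. The cause of the other 48 was not tested. No biological explanation was tested. A division of reads between gene models would matter most for genes that appear switched on or off. Of these, 267 genes had 0 counts in both wildtype libraries and at least 20 in both overexpressing libraries, and 77 the reverse.

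Table S1 lists MtrunA17Chr7g0238431 as LOOSE FLOWER, with 0 counts in all 4 libraries. The deposited annotation names that gene *MtWOX3* and gives LOOSE FLOWER as the description of MtrunA17Chr7g0238381, which had 13 and 0 counts in wildtype calli and 15 and 17 counts in overexpressing calli (log2 fold change 0.97, adjusted p = 0.52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

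The paper's discussion describes the *MtCLE08* and *MtCLE18* expression levels in the control calli of its qPCR experiment as rather high. Those calli carried a *GUS* construct and are not among the libraries analysed here. In the wildtype calli of the transcriptomic data *MtCLE18* had 0 counts in both libraries, and *MtCLE08* had 32.6 ± 10.3 normalized counts (SD, n = 2), while *MtH3L*, the qPCR reference gene, had 2011 ± 389 (SD, n = 2).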
